# Hyaluronic acid synthesis is required for zebrafish tail fin regeneration

**DOI:** 10.1371/journal.pone.0171898

**Published:** 2017-02-16

**Authors:** Xiaohu Ouyang, Nicholas J. Panetta, Maya D. Talbott, Alexander Y. Payumo, Caroline Halluin, Michael T. Longaker, James K. Chen

## Abstract

Using genome-wide transcriptional profiling and whole-mount expression analyses of zebrafish larvae, we have identified *hyaluronan synthase 3* (*has3*) as an upregulated gene during caudal fin regeneration. *has3* expression is induced in the wound epithelium within hours after tail amputation, and its onset and maintenance requires fibroblast growth factor, phosphoinositide 3-kinase, and transforming growth factor-ß signaling. Inhibition of hyaluronic acid (HA) synthesis by the small molecule 4-methylumbelliferone (4-MU) impairs tail regeneration in zebrafish larvae by preventing injury-induced cell proliferation. In addition, 4-MU reduces the expression of genes associated with wound epithelium and blastema function. Treatment with glycogen synthase kinase 3 inhibitors rescues 4-MU-induced defects in cell proliferation and tail regeneration, while restoring a subset of wound epithelium and blastema markers. Our findings demonstrate a role for HA biosynthesis in zebrafish tail regeneration and delineate its epistatic relationships with other regenerative processes.

## Introduction

Regenerative medicine has the potential to provide therapies that enable the repair or replacement of damaged tissues and organs. While mammals have limited regenerative capacity, other organisms can replace complex structures upon injury or amputation [1]. Understanding how these non-mammalian systems maintain this remarkable capability for self-renewal could provide insights into why these processes are more restricted in “higher” organisms and ultimately lead to strategies for their therapeutic reactivation.

The zebrafish has emerged as a powerful model for studying regeneration of the heart, spinal cord, liver, pancreas, retina, tail, and other tissues [2,3]. Among these regenerative structures, the adult zebrafish tail is unparalleled for its accessibility to amputation and relatively simple cellular organization [4–6]. The tail regeneration process involves several discrete steps: (1) epidermal cell migration to form a wound epithelium and subsequent signaling center called the apical epidermal cap; (2) cell dedifferentiation to form a multipotent mesenchymal structure called the blastema; (3) proliferation of the proximal blastema; and (4) differentiation of these cells to replace the amputated tissues. Several signaling molecules, including fibroblast growth factors (FGFs) [7,8], bone morphogenetic proteins (BMPs) [9,10], Hedgehog (Hh) ligands [9], Wnts [11,12], insulin-like growth factors (IGFs) [13], activinßA [14] and retinoic acids (RAs) [15] are involved in one or more of the regenerative steps [5,16]. In addition to targeted studies of known signaling molecules, systematic methods such temperature-sensitive mutant screening [8], suppression subtractive hybridization [17], differential display RT-PCR [17], and microarray-based transcriptional profiling [18] have identified new genetic regulators expressed in the wound epithelium and blastema.

Zebrafish larvae can also regenerate their caudal fins, in a process similar to that of the adult tail [19,20]. Larval tail regeneration has been an attractive alternate model, since this life stage enables studies with larger sample sizes and shorter experimental timeframes (caudal fin regrowth is morphologically complete three days after amputation). Moreover, zebrafish larvae are amenable to transient genetic manipulations, chemical treatments, and live imaging. For example, using small-molecule compound libraries, it was demonstrated that receptors for aryl hydrocarbons [21], glucocorticoids [22] and ErbB2/3 ligands [23] are required for tail regeneration. Transcriptional profiling has also been used to discover genes that are differentially expressed in response to larval tail amputation, many of which have been found to regulate caudal fin regrowth [24,25]. For example, *aldehyde dehydrogenase 1a2* (*aldh1a2*) and *jun B proto-oncogene b* (*junbb*) are upregulated in tail-amputated larvae, and knockdown of these genes by morpholino antisense oligonucleotides inhibits caudal fin regeneration [24–26].

To identify and study novel regulators of larval tail regrowth, we have conducted a genome-wide, microarray-based survey of the regenerative transcriptome, followed by whole-mount *in situ* hybridization analysis of selected upregulated transcripts. Through this approach, we have identified a number of genes that are specifically expressed in distinct domains of the regenerating tail. Among these genetic regulators is *hyaluronan synthase 3* (*has3*), one of three biosynthetic enzymes in vertebrates that catalyze the synthesis of hyaluronic acid (HA). Although this glycosaminoglycan was first appreciated for its unique hydrodynamic properties, more recent studies have revealed important roles for these glucuronic acid/N-acetylglucosamine disaccharide polymers in embryonic development, wound healing, tissue repair, and tumor development [27–29].

We demonstrate here that *has3* expression is induced within 6 hours after tail amputation at 2 days post fertilization (dpf), reaching maximum levels within 1 day and then declining thereafter. The onset and maintenance of *has3* transcription is restricted to the wound epithelium and requires several signaling pathways, including those initiated by FGFs, phosphoinositide 3-kinase (PI3K), and transforming growth factor-ß (TGFß). Moreover, chemical inhibition of HA synthesis within the first 24 hours after amputation specifically suppresses regenerative cell proliferation and tail regrowth, as well as expression of the wound epithelium marker *distal-less homeobox gene 5a* (*dlx5a*) and blastemal genes previously associated with tail regeneration, *aldh1a2* and *junbb*. We also find that glycogen synthase 3-kinase (GSK3) inhibition rescues 4-MU-mediated defects in cell proliferation and tail regeneration; however, only *dlx5a* and *junbb* expression are restored. Taken together, our results reveal an essential role for HA in zebrafish tail regrowth that may reflect an evolutionary conserved mechanism of tissue regeneration.

## Materials and methods

### Zebrafish husbandry and larval tail amputation

Wild type AB and *Tg*(*TOP*:*GFP*) zebrafish were obtained from the Zebrafish International Resource Center and maintained, mated, and staged according to standard protocols [30,31]. For amputation experiments, zebrafish larvae were placed on a 10-cm plate filled with 1.5% agarose, and the tails were amputated at a position immediately caudal to the notochord using a needle blade (Fine Science Tools, Item Number 10318–14). Amputated larvae were then raised in E3 media in at 28°C. Zebrafish adult tail fin amputations were performed as previously described [11], after which fish were returned to 28°C aquarium water. Both larval and adult fish fins were subsequently fixed with 4% paraformaldehyde in PBS at the appropriate time points for further analyses. All zebrafish experiments were approved by the Institutional Animal Care and Use Committee at Stanford University.

### Expression profiling and data analysis

For profiling the transcriptional changes associated with tail regeneration, posterior tissues of tail-amputated larvae and uncut siblings were collected on ice at 1 day post amputation (dpa; 3 dpf). Total RNA was extracted from these tissues using an RNeasy Mini Kit (Invitrogen), and genomic DNA was removed using a DNA-free Kit (Applied Biosystems). Approximately 1 μg of total RNA was recovered from 150 tails for each condition, which was then amplified with a MessageAmp II aRNA Kit (Ambion). Typically at least 100 μg total RNA was recovered from two rounds of amplifications. The quantity and quality of total RNA were then assessed by 260-nm and 280-nm absorbance levels, and RNA integrity was evaluated with an Agilent 2100 Bioanalyzer.

cDNA synthesis and labeling, hybridization to the NimbleGen Zebrafish Gene Expression 385K array and microarray scanning were performed at the Stanford Functional Genomics Center, according to guidelines established by Roche NimbleGen. Data compilation was performed using NimbleGen software, and robust multiarray average (RMA) background correction and quartile normalization of raw.pair files were conducted with DNASTAR ArrayStar software. Probe signal intensities for cut and uncut samples were compared, and differentially expressed transcripts were identified using fold-change ≥ 1.5 and false discovery rate ≤ 0.1 as thresholds (moderated t-test, Benjamini-Hochberg correction). Microarray data for this study have been deposited in the Gene Expression Omnibus (GEO) database (NCBI) under accession number GSE72422.

### Whole-mount *In Situ* hybridization analysis

cDNAs encoding gene-specific sequences flanked with a T7 promoter were amplified using the PCR primers shown in S1 Table. Digoxigenin-labeled RNA probes (approximately 500–1100 bases long) were then *in vitro* transcribed from these PCR products using a MEGAscript T7 Kit (Invitrogen). Whole-mount *in situ* hybridizations were performed according to standard protocols [32].

### Pharmacological modulation of regenerative pathways

4-methylumbelliferone (4-MU), (2’Z,3’E)-6-Bromoindirubin-3′-oxime (BIO), SB431542, SP600125, dorsomorphin, and lithium chloride (LiCl) were purchased from Sigma-Aldrich; SB216763 from Santa Cruz Biotechnology; LY294002 from Cell Signaling Technologies; PD173074 from Selleck Chemicals; DAPT from Calbiochem. Cyclopamine was a gift from Infinity Pharmaceuticals. All small molecules were dissolved in dimethyl sulfoxide (DMSO) to prepare 1–200 mM stock solutions, which were stored at –20°C if not used immediately. For larval tail regeneration studies, small-molecule stock solutions were diluted with E3 embryo medium to achieve the appropriate working concentrations, and zebrafish larvae were added to this medium for the specified time period. The larvae were then transferred to fresh E3 media containing the compounds or an equivalent amount of DMSO vehicle on a daily basis, until they were collected and fixed at the appropriate time point for further analysis.

### *In vitro* studies of zebrafish *has3* and 4-MU activities

Zebrafish *has3* cDNA was PCR-amplified from a larval cDNA library and cloned into a pCMV6 expression vector. A pCMV6 vector containing human *HAS2* cDNA was purchased from OriGene. Both expression constructs were transfected into HEK293 cells in a 6-well plate, and the cells were cultured further for 24 hours with DMSO or increasing concentrations of 4-MU. HA secreted into the media was then analyzed by gel electrophoresis using modified published procedures [33,34]. Briefly, HA was purified by treating 2 mL of media with 500 μg of proteinase K (Roche) at 50°C for 60 min and precipitating the samples with 4 mL of ethanol at room temperature for 1 hour. After centrifugation at 18,000 *g* and 4°C for 30 min, the resulting pellets was resuspended in 40 μL of water. One sample derived from the DMSO-treated group was treated with 1 U/mL of hyaluronidase from *Streptomyces hyalurolyticus* (Sigma-Aldrich) to confirm its HA content, and all samples were then heated at 100°C for 20 min. After cooling to room temperature and brief pelleting insoluble debris by centrifugation, the supernatant (30 μL) was mixed with 4 μL of 2 M sucrose and 1 μL of 0.03% (w/v) bromophenol blue in TAE buffer, and 30 μL of the resulting sample was loaded into individual wells of a 0.5% agarose gel. The gel was electrophoresed at 50 V for 65 min in TAE buffer using the Mupid-exU system (Clontech), rinsed with water, and placed in 200 mL of 0.005% (v/v) Stains-All in 50% ethanol overnight in the dark. After rinsing with water and de-staining with an aqueous solution of 10% (v/v) ethanol, the gel was imaged with GE Typhoon 9410 imager using 633-nm excitation.

### Morpholino studies

To study Has3 function in zebrafish embryos, morpholino oligonucleotides targeting either the *has3* start codon (ATG-MO: 5’-CCGCAGTGCCAAAGCGAGAGGGCAT-3’) or the intron 2-exon 3 splice junction (i2e3-MO: 5’-ATCTGAAGGAAACAATGAACAGAGA-3’) were purchased from Gene Tools LLC. Morpholino solutions containing 0.1% (w/v) phenol red were microinjected into zebrafish zygotes (2 nL/embryo), and the embryos were cultured in E3 medium at 28°C. RNA missplicing in the *has3* i2e3-MO-injected embryos by was confirmed by RT-PCR using the following primers: 5’-CCTGATGTGGGAGGAGTTGGAGGA-3’ (forward) and 5’-GGACGCGGTTGGTGAGATGTCG-3’ (reverse).

### Cell proliferation analyses

Fixed zebrafish larvae were permeabilized in pre-cooled acetone at –20°C (7 min), washed with water (5 min), and PBX (PBS containing 0.1% Triton X-100, 2 x 5 min). The larvae were incubated in blocking solution (PBX containing 10% sheep serum and 0.5% BSA) for 30 min at room temperature and then incubated overnight at 4°C with Alexa Fluor 488-conjugated anti-phosphohistone H3 rabbit monoclonal antibody (1:750 dilution; Cell Signaling Technology, catalog number 3465). The larvae were then washed with PBX (6 x 15 min) and mounted for imaging.

### Imaging of zebrafish embryos and larvae

Live embryos: chorions were manually removed from 28 hpf-embryos, which were immobilized in E3 medium containing 0.7% (w/v) low-melt agarose and 0.05% (w/v) tricaine. Brightfield images were acquired using a Leica M205FA fluorescence stereoscope equipped with a Leica DFC500 digital camera.

Fixed larvae: after whole-mount *in situ* hybridization or immunostaining, regenerating larval tails were surgically removed and mounted on glass slides with cover glasses. Samples fixed in 4% paraformaldehyde or processed for *in situ* hybridization were mounted in 1X PBS containing 2% (w/v) methylcellulose, and samples processed for immunostaining staining were mounted in 80% glycerol containing 2.5% DABCO (Aldrich). *In situ* hybridization images were obtained with a Leica DM4500B epifluorescence microscope equipped with a 20x/0.5 NA objective and a QImaging Retiga-SRV digital camera. For samples stained with phosphohistone H3 antibody, both brightfield and fluorescence images were acquired using a Leica M205FA fluorescence stereoscope equipped with a Leica DFC500 digital camera. To quantify the regeneration phenotype in zebrafish larvae, we measured the fin areas posterior to the amputation line at 3 dpa (5 dpf) and then normalized them to the 5-dpf uncut control group to obtain tail regeneration percentage score. To quantify the effect of inhibitors on the expression of wound epidermis and blastema markers in the tail, we categorized each sample as “strong”, “weak” or “none” phenotypes based on the riboprobe staining intensities and gene expression patterns. The percent distribution of these phenotypes was then calculated for each compound treatment.

## Results

### Hyaluronic acid synthesis is upregulated during zebrafish tail regeneration

To identify novel molecular regulators of caudal fin regeneration, we compared the transcriptomes of posterior tissues isolated from tail-amputated and uncut zebrafish larvae. 

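The microarray values analysed here come from 9 arrays: 5 hybridized with RNA from tails amputated at 2 dpf and collected at 3 dpf (cut tails) and 4 with RNA from uncut tails of siblings at 3 dpf. RNA from about 150 tails per condition was amplified to antisense RNA before labeling and hybridization to a NimbleGen array with 1 color. Neither the methods nor the sample labels state whether the replicates of a condition were separate pools of tails. If they were not, the p-values measure the spread between these samples, which may be technical. The authors corrected background by RMA and normalized the arrays to each other in ArrayStar. The resulting log2 values, 1 per transcript and array for 37176 transcripts, were used without further normalization, and the median of an array lay between 8.54 and 8.63. Cut and uncut arrays were compared transcript by transcript with a linear model in limma (version 3.58.1) with empirical Bayes variances and Benjamini-Hochberg adjustment. A transcript was called higher or lower at a fold change of at least 1.5 and an adjusted p of at most 0.1, which are the thresholds of the paper. The number of arrays limits the precision. The array identifies transcripts by accessions from several collections, and a gene name could be assigned only to RefSeq transcripts, which gave 2663 transcripts of 2650 genes, or 7.16% of all.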

Caudal fins were amputated at 2 dpf, and total RNA was isolated at 1 dpa for analysis using a NimbleGen Zebrafish Gene Expression 385K Array (~37,000 zebrafish transcripts). Through this approach, we identified 97 upregulated and 45 downregulated genes in the regenerating tissue (fold change ≥ 1.5; false discovery rate ≤ 0.1) (S2 Table).

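In cut tails, 174 transcripts were higher and 85 were lower than in uncut tails. Of these 259 transcripts, 21 could be assigned to a gene, 15 higher and 6 lower, and for all 21 every cut array lay on the same side of every uncut array, which selection by the test nearly fixes. Among all 37176 transcripts, 1756 had no overlap between the groups, a larger share than the 1.59% that chance gives, with transcripts not independent. Among secreted signals and their antagonists, *pth1a*, which encodes a parathyroid hormone, rose by a log2 fold change of 1.67 (SE 0.27, adjusted p = 0.0361 from limma), *fstb*, which encodes follistatin, an antagonist of activin, by 1.34 (SE 0.27, adjusted p = 0.0919) and *sfrp1b*, which encodes a secreted Wnt antagonist, by 1.00 (SE 0.19, adjusted p = 0.0763). *aldh1a3*, which encodes an enzyme of retinoic acid synthesis, rose by 0.90 (SE 0.15, adjusted p = 0.0399), and *chsy1*, which encodes a chondroitin sulfate synthase, by 0.92 (SE 0.17, adjusted p = 0.0696). The largest rise of a called transcript with an assigned gene was that of *stm*, which encodes a matrix protein of the otolith, at 13.53 ± 0.36 (SD, n = 5 cut arrays) against 11.76 ± 0.38 (SD, n = 4 uncut arrays) on the log2 scale, with an adjusted p of 0.0133 from limma and p = 0.00794 in a two-sided exact permutation test, the smallest that 5 arrays against 4 allow. The Polycomb gene *cbx7a*, the complement factor gene *cfbl*, the arginine synthesis gene *ass1*, the serine protease gene *htra3a*, the nucleotidase gene *entpd4* and the troponin gene *tnni1b* rose by 0.67 to 1.51. *pltp*, *rad52* and *stard10*, which rose by 0.65 to 0.85, fall outside the rule for naming genes and were added after their values were seen.

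The largest fall of such a transcript was that of *ptgdsb.2*, which encodes a prostaglandin D2 synthase of the lipocalin family, at -1.43 (SE 0.22, adjusted p = 0.0338 from limma). *dpt*, which encodes the extracellular matrix protein dermatopontin, fell by 0.69, *scn4ba*, which encodes a sodium channel subunit, by 0.77, the sterol reductase gene *tm7sf2* by 0.87, the amino acid transporter gene *slc43a1b* by 0.66 and *zgc:113307* by 0.95. Of 28 gene lists fixed before the array values were examined, 5 had at least 5 measured genes and were tested. Whether the lists were written without knowledge of S2 Table is not recorded. A gene counts as measured where a transcript could be assigned to it, so other members may be on the array without a name. With camera at a preset correlation of 0.01, with an estimated correlation or with fry, 0 lists passed an adjusted p of 0.05 (at an unadjusted p under 0.05, 1, 0 and 1 did). These tests cover the assigned members only. For the glycosaminoglycan enzymes, 8 of 29 listed genes were measured. The paper lists the enzyme genes *papss1* and *b4galt7* as upregulated, and no transcript could be assigned to either. Of the 8, 1, *chsy1*, was higher, 0 were lower and 7 were not called, with the same count adjusted over the list alone. Of the 7, *chst11*, which encodes a chondroitin sulfotransferase, passed on p over the list alone (adjusted p = 0.0257 from limma) at a fold change of 1.35, under the limit of 1.5. Their median log2 fold change was 0.19 (adjusted p = 0.0886 with camera and 0.480 with an estimated correlation; without uncut replicate 1, 0.0362 with camera and an adjusted p of 0.351 with an estimated correlation). The paper lists the Wnt inhibitor genes *dkk3b* and *dkk1b* as upregulated and downregulated, and no transcript could be assigned to either. Of 6 measured genes of Wnt signaling, 1 was higher, *sfrp1b* (2 higher when adjusted over the list alone), with a median of 0.19 and an adjusted p of 0.195 with camera. This median was 0.11 without cut replicate 4, 0.12 without uncut replicate 4 and 0.12 without cut replicate 5, where that of the glycosaminoglycan enzymes was 0.12 as well. Of 5 measured genes of TGF-beta and activin signaling, *fstb* was the 1 called, over all transcripts and adjusted over the list alone.

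The number of calls moved when single arrays were left out. The higher transcripts numbered 47 without uncut replicate 2, 326 without uncut replicate 3, 47 without uncut replicate 4, 84, 65 and 96 without cut replicates 1, 2 and 4, and the lower ones 39, 9, 544 and 7 without uncut replicates 1, 2, 3 and 4 and 37, 39, 30 and 42 without cut replicates 2, 3, 4 and 5. Of the 21 assigned transcripts, 2, *stm* and *cbx7a*, were called without each array in turn. Transcripts of lens genes, 0 of which were called or had an unadjusted p under 0.05 from limma, had a median log2 value of 11.4 in cut replicate 3 and 8.28 in cut replicate 5, against 6.70 to 7.08 in the other arrays. With each array centered on its median, 142 transcripts were higher and 109 lower. With array weights, 1371 were higher and 1257 lower. The weights were 2.07 and 3.02 for uncut replicates 2 and 4, 0.40 and 0.88 for uncut replicates 1 and 3, and 0.51 to 2.06 for the cut arrays. Uncut replicates 2 and 4 also had the highest correlation of any pair of arrays, 0.994. With the replicate number as a block, over the 8 arrays whose numbers both groups share, 377 were higher and 297 lower, and 20 of the 21 assigned transcripts were called, the exception being *sfrp1b* (adjusted p = 0.108). From its own comparison at these thresholds, the paper states the genes that were upregulated and downregulated in the regenerating tissue and lists them in S2 Table.

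**Figure D1:**
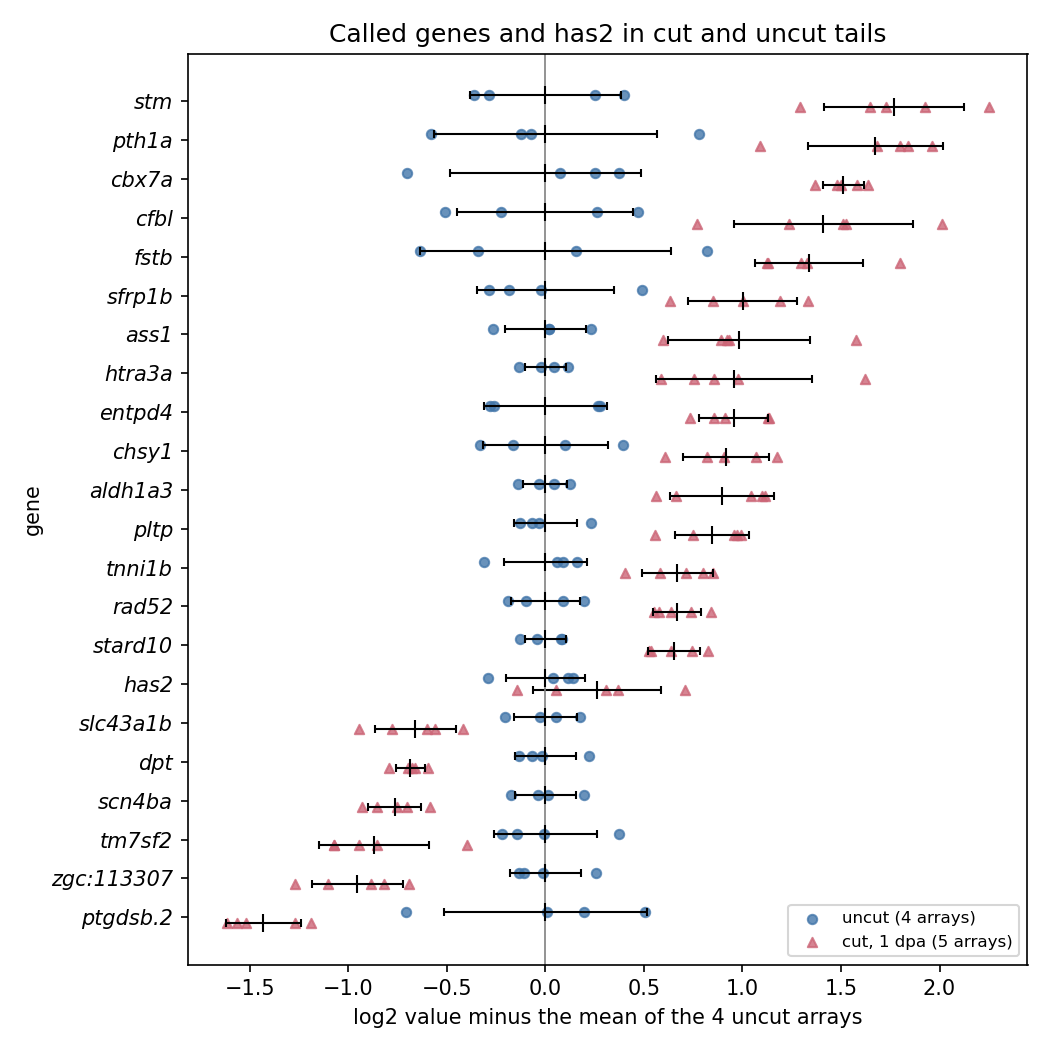
Log2 value of each array minus the mean of the uncut arrays for the 21 called transcripts with an assigned gene and for *has2*, with uncut arrays as circles, cut arrays as triangles, and the mean and SD of each group as a tick and bar. The cut and uncut arrays are separate for the 21 called transcripts and overlap for *has2*.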

We next selected a subset of upregulated genes with catalytic and/or signaling functions and examined their expression patterns during tail regeneration. As assessed by whole-mount *in situ* hybridization, a number of these genes were regiospecifically transcribed in amputated tails, with little or no detectable expression in uncut caudal fins (S1 and S2 Figs). For example, Bcl-2 family member *bcl2l10*, fibroblast growth factor *fgf20a*, Jun transcription factor *junba*, and matrix metalloproteinase *mmp9* were expressed in partially overlapping distal regions that likely represent wound epithelium. Aldehyde dehydrogenase *aldh1a2*, sorting nexin *snx18a*, suppressor of cytokine signaling *socs3b*, and extracellular matrix proteoglycan *vcana* were expressed in more proximal domains that are indicative of blastema-like mesenchymal cells.

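For *has3*, which encodes a hyaluronan synthase, no array transcript could be assigned from its identifier, so no level is given. The fold change that the paper lists for this gene in S2 Table is 1.73, which 4 of its entries share. Of the transcripts called higher in cut tails, 6 had a fold change of 1.73 at 2 decimals. Their adjusted p from limma ran from 0.0153 to 0.0919, and in all 6 every cut array lay above every uncut array, which selection by the test nearly fixes. None of the 6 could be assigned to a gene, and an equal fold change does not settle which of them, if any, measures *has3*.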

Among the genes upregulated during caudal fin regeneration was *hyaluronan synthase 3* (*has3*) (S1 Fig), a multipass transmembrane enzyme that generates HA from uridine diphosphate glucose (UDP)-activated glucuronic acid (GlcUA) and N-acetylglucosamine (GlcNAc). In vertebrates, HA is synthesized by three structurally homologous enzymes (HAS1, HAS2, and HAS3), which produce polysaccharides of different sizes and at different rates [35]. Newly synthesized long HA (n-HA) can then be degraded by hyaluronidases (e.g., HYAL1-4, PH20, HYALP1) to generate smaller polymers (o-HA) with distinct biological activities [36,37]. HA has been shown to influence cell behavior during embryonic development and tumor development by interacting with cell-surface receptors such as the type I transmembrane protein CD44 and hyaluronan-mediated motility receptor (HMMR) [27]. HA may also be a key factor in scarless fetal wound healing, as this glycosaminoglycan is highly upregulated for weeks after fetal injury (versus days in adults) [38], and fibrotic healing correlates with hyaluronidase activity [39]. More recently, HA has been implicated in tail regeneration in *Xenopus* tadpoles, as both *Has2* and *Hyal2* are transiently upregulated in the regenerative bud after tail amputation [40].

Has2 is the only hyaluronan synthase expressed during the first day of zebrafish development, and its function is required for lateral cell migration during dorsal convergence [41]. Transcription of *has1* and *has3* is initiated by 2 dpf, although their physiological functions remain unknown [41]. To confirm that *has3* is the primary hyaluronan synthase expressed during larval tail regeneration, we examined the expression of each family member in tail-amputated larvae (3 dpf/1 dpa). In accordance with our microarray results, we did not observe *has1* or *has2* transcripts in the regenerative bud by whole-mount *in situ* hybridization (Fig 1A–1C). 

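On the arrays, *has2* had a log2 value of 6.64 ± 0.32 (SD, n = 5) in cut tails and 6.38 ± 0.20 (SD, n = 4) in uncut tails at the same time point. Its uncut mean lay at percentile 18.2 of all transcripts, and whether such a value lies above background was not analysed. The log2 fold change was 0.26 (SE 0.18, adjusted p = 0.605 from limma), and a two-sided exact permutation test of the 9 arrays gave p = 0.238. The 95% confidence interval of the fold change, 0.911 to 1.57, includes a change of 1.5. The test thus did not show a difference larger than the spread between replicates, and it does not show that the gene did not change. The arrays measured whole posterior tissue and do not locate a transcript. *hyal1*, which encodes a hyaluronidase, had a log2 fold change of -0.07 (SE 0.18, adjusted p = 0.913 from limma), which became 0.13 with array weights and 0.06 without uncut replicate 1. No transcript could be assigned to *has1* or *has3*, so their changes could not be set against that of *has2*.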

Only *has3* was expressed in the amputated tail, with transcripts localized to the wound epithelium. To determine whether one or more hyaluronan synthases are also upregulated during adult caudal fin regrowth, we conducted analogous whole-mount analyses of adult zebrafish at 2 dpa, by which time wound epidermis and blastema formation are complete [20]. In comparison to our observations in zebrafish larvae, we detected transcripts for *has1* and *has2*, but not *has3*, in the regenerating adult fin (Fig 1D and 1E). These results suggest that HA is also required for adult fin regeneration but synthesized through different enzyme isoforms.

**Fig 1:**
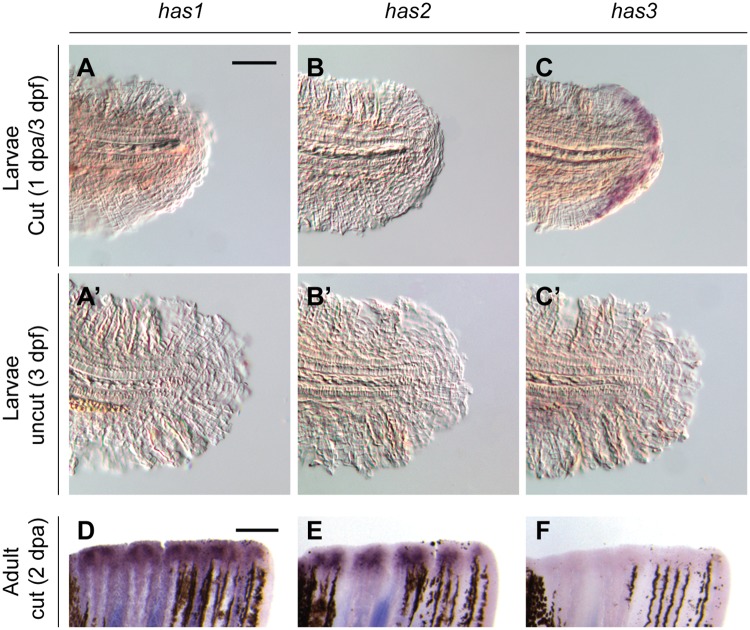
Zebrafish hyaluronan synthases are differentially expressed during larval and adult tail regeneration. Expression patterns of *has1*, *has2*, and *has3* in regenerating larval (**A-C**; 1 dpa) adult (**D-E**; 2 dpa) tails, as determined by whole-mount *in situ* hybridization. (**A’-C’**) Equivalently stained uncut controls. At least 30 larvae or 10 adult zebrafish were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bars: **A-C** and **A’-C’**, 100 μm; **D-E**: 300 μm.

Studies of vertebrate hyaluronan synthases have demonstrated that HAS3 generates shorter HA polysaccharides (0.1–1 MDa) than those synthesized by HAS1 (0.2–2 MDa) or HAS2 (> 2 MDa) [33,35,42], and biological activities of HA vary with size [36,37]. Since HA structure can be further regulated by endoglycosidic activity, we investigated whether amputated larval and adult tails also differentially express hyaluronidase family members, represented by zebrafish *hyal2*, *hyal3*, *hyal4*, and *hyal6*. While we could not detect transcripts for these hydrolytic enzymes in amputated larval caudal fins (Fig 2A–2D), we observed significant *hyal2* and *hyal4* expression in regenerating adult tails (2 dpa) (Fig 2A’–2D’). Taken together, these results raise the possibility that shorter forms of HA contribute to the regenerative process in both larval and adult zebrafish. In this model, Has3 would be the primary source of this HA subtype at larvae stages, whereas producing analogous oligosaccharides in adult fish would require the collective actions of Has1, Has2, Hyal2, Hyal4, and perhaps other hyaluronidases.

**Fig 2:**
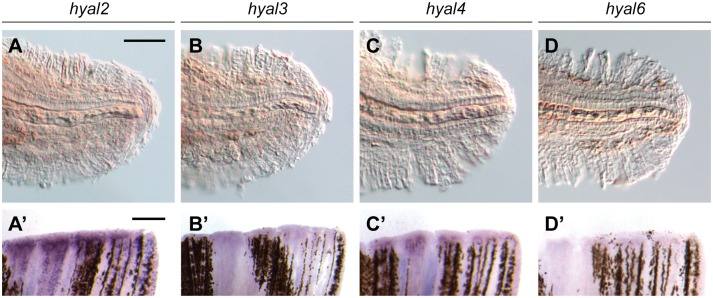
Zebrafish hyaluronidases are differentially expressed during larval and adult tail regeneration. Expression patterns of *hyal2*, *hyal3*, *hyal4*, and *hyal6* in regenerating larvae (**A-D**; 1 dpa) and adult (**A’-D’**; 2 dpa) tails. At least 30 larvae or 10 adult zebrafish were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bars: **A-D**, 100 μm; **A’-D’**: 300 μm.

### Timing and regulation of *has3* expression during larval tail regeneration

Due to the experimental tractability of early-stage zebrafish, we focused on the roles of *has3* and HA in larval tail regeneration. We first determined the timing of *has3* expression in response to caudal fin amputation. Larval tails were cut at 2 dpf, and the regenerating tissues were fixed at different time points for analysis by whole-mount *in situ* hybridization. *has3* mRNA was first detected in dorsal and ventral regions of the wound epithelium at 6 hours post amputation (hpa), becoming more broadly expressed within the epidermis by 24 hpa (Fig 3). Expression of *has3* then declined and was largely extinguished by 36 hpa. Thus, *has3* activity is primarily upregulated during the first 24 hours of larval tail regeneration, during which the wound epithelium and blastema are formed [19].

**Fig 3:**
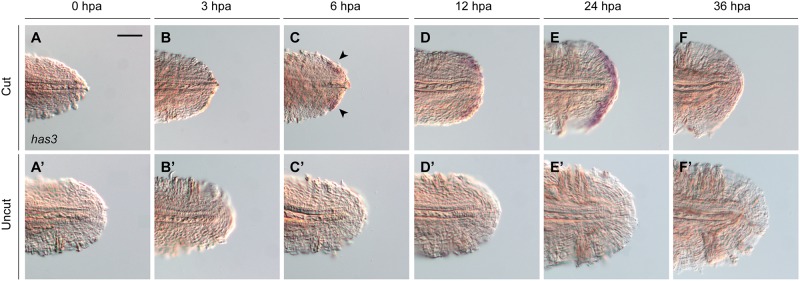
Dynamics of *has3* expression during larval tail regeneration. (**A-F**) Expression patterns of *has3* at different time points after caudal fin amputation at 2 dpf. Arrows mark the initial appearance of *has3* transcripts at 6 hpa, localized to dorsal and ventral sides regions of the regenerative bud. (**A’-F’**) Equivalently stained uncut controls at the same time points. At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.

We next investigated the molecular mechanisms that control *has3* transcription in the regenerative bud. Several signaling pathways have been shown to play critical roles in adult tail regrowth, including FGF, PI3K, TGFß, c-Jun N-terminal kinase (JNK), Notch, Hh, and BMP signaling [7–10,14,26,43–45]. We therefore examined the requirement for each pathway in larval tail regeneration, taking advantage of pathway-specific chemical inhibitors and the amenability of zebrafish larvae to pharmacological perturbations [9,14,26,43,45–47]. With the exception of the Hh signaling inhibitor cyclopamine and BMP receptor antagonist dorsomorphin, all other pathway blockers suppressed caudal fin regrowth (S3 Fig), underscoring the mechanistic similarities between larval and adult tail regeneration. Each of these active compounds also suppressed *has3* transcription when applied to zebrafish larvae for the first 24 hours after tail amputation (Fig 4A–4F). These results indicate that the onset and/or maintenance of *has3* expression requires multiple signaling pathways.

**Fig 4:**
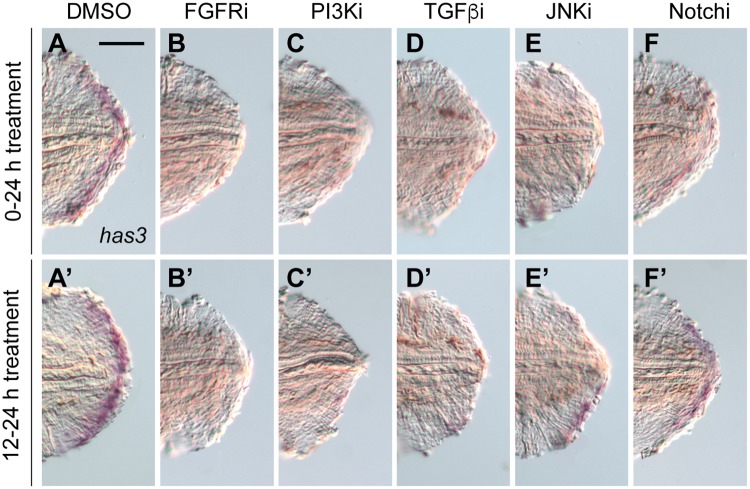
Multiple signaling pathways regulate the onset and maintenance of *has3* expression during larval tail regeneration. Expression of *has3* in 1-dpa (3-dpf) larval tails treated with the following signaling pathway inhibitors for the first 24 hours after amputation: (**A, A’**) 0.5% DMSO. (**B, B’**) 75 μM PD173074 (FGF). (**C, C’**) 10 μM LY294002 (PI3K). (**D, D’**) 50 μM SB431542 (TGFß). (**E, E’**) 5 μM SP600125 (JNK). (**F, F’**) 50 μM DAPT (Notch). At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.

To better understand the timing by which these signaling mechanisms regulate *has3* expression, we also treated tail-amputated larvae with the pathway inhibitors from 12 to 24 hpa, several hours after *has3* transcription is initiated. We observed that inhibition of FGF, PI3K, or TGFß signaling was still able to abrogate *has3* expression, indicating that these pathways have specific roles in the maintenance of *has3* transcription (Fig 4A’–4D’). In comparison, *has3* expression could still be observed in tail-amputated larvae treated with JNK or Notch signaling antagonists during this time frame (Fig 4E’ and 4F’).

### Pharmacological inhibition of hyaluronic acid synthesis blocks larval tail regeneration

Having established that *has3* upregulation is an early and highly regulated event during larval tail regeneration, we sought to determine its role in this process. It has been shown that cultured cells transfected with mammalian HAS genes are able to produce and secrete HA [33,35,48,49], and we first used this approach to confirm that zebrafish Has3 can similarly mediate HA synthesis. HEK293 cells transiently transfected with either zebrafish *has3* cDNA or a human *HAS2* cDNA control secreted HA into the culture media that could be detected with a cationic dye after agarose gel electrophoresis (Fig 5; lanes 2 and 7). Moreover, the oligosaccharide generated by these cells could be digested by *Streptomyces hyalurolyticus* hyaluronidase (Fig 5; lanes 6 and 11).

**Fig 5:**
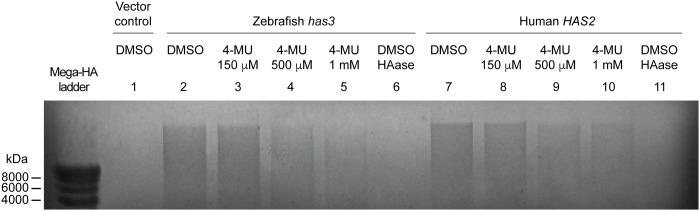
4-MU inhibits hyaluronan synthase-dependent HA production. Agarose gel electrophoresis and cationic dye staining of HA produced by HEK293 cells transfected with either zebrafish *has3* (lanes 2–5) or human *HAS2* (lanes 7–10) and then treated with varying doses of 4-MU. The structural identity of the stained HA was confirmed by *Streptomyces hyalurolyticus* hyaluronidase treatment (lanes 6 and 11).

To investigate the role of Has3 in larval tail regeneration, we first obtained morpholinos oligonucleotides designed to abrogate *has3* splicing or translation. However, embryos injected with these anti-sense reagents exhibited developmental defects (S4 Fig), precluding functional studies at later developmental stages. As an alternative approach, it has been reported that 4-methylumbelliferone (4-MU) can selectively inhibit HA production by depleting the intracellular pool of UDP-GlcUA utilized by hyaluronan synthases [48]. 4-MU has also been used to suppress the accumulation of HA in damaged zebrafish heart tissue [50]. To see if 4-MU can inhibit zebrafish Has3-mediated HA synthesis, we treated HEK293 cells expressing zebrafish Has3 with varying concentrations of 4-MU (Fig 5; lanes 3–5). HEK293 cells overexpressing human HAS2 were also treated with this coumarin derivative to provide comparison controls (Fig 5; lanes 8–10). As expected, 4-MU blocked HA production mediated by either synthase in a dose-dependent manner and with a potency comparable to that described previously for *in vitro* studies (IC50 ~500 μM) [48,51,52].

The ability of 4-MU to suppress zebrafish Has3-mediated HA production provided us with a valuable tool for studying the role of this glycosaminoglycan in larval tail regeneration. We observed that 150 μM 4-MU, a dose used previously for *in vivo* studies [40], induced a “concave” caudal fin morphology when applied from 0 to 3 dpa (2 to 5 dpf) (Fig 6A). However, the same 4-MU treatment protocol did not disrupt fish health or fin growth, consistent with the absence of *has1*, *has2*, or *has3* expression during larval tail development. To see if HA similarly promotes caudal fin regrowth at later life stages, we also treated adult fish with 150 μM 4-MU during the first week after tail amputation. The HA synthesis inhibitor significantly reduced tail regrowth in these fish (Fig 7), indicating that HA is essential for tail regeneration in both larvae and adult zebrafish.

**Fig 6:**
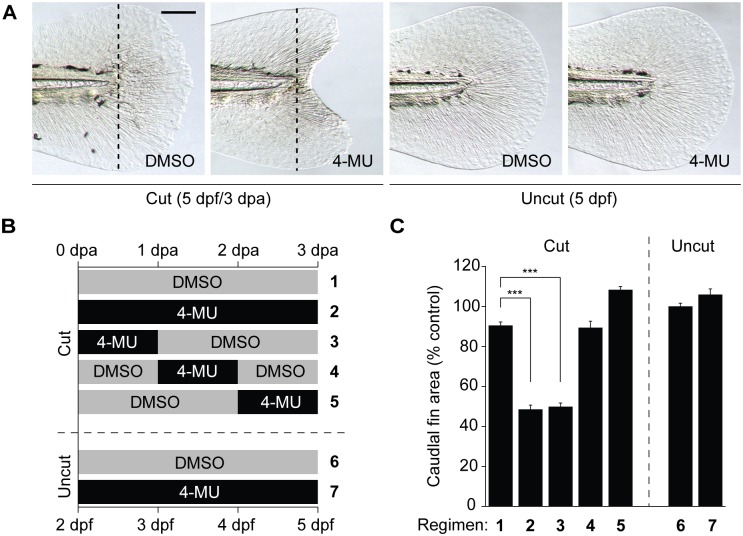
4-MU inhibits larval tail regeneration. (**A**) Representative micrographs of larval tails that were amputated at 2 dpf and then treated 0.5% DMSO or 150 μM 4-MU for 3 days. Dotted lines indicate the amputation plane, and micrographs of uncut larval tails subjected to the same inhibitor regimen are shown for comparison. Scale bar: 100 μm. (**B-C**) Time-course analysis of 4-MU action on larval tail regeneration. Caudal fin sizes at 5 dpf (3 dpa) after the indicated amputation and 4-MU treatment regimens. Data are the average caudal fin areas of 15 larvae ± s.e.m., normalized to the average fin size of uncut larvae treated with 0.5% DMSO. ***, *P* < 0.001.

**Fig 7:**
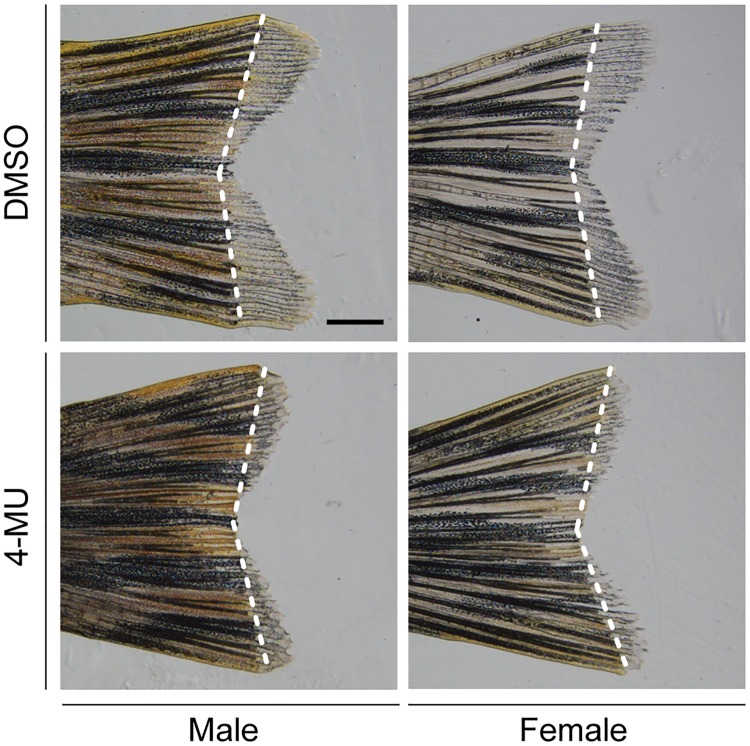
4-MU inhibits adult tail regeneration. Representative micrographs of adult tail fins that were amputated and then treated with 0.5% DMSO or 150 μM 4-MU for 7 days. White dotted lines indicate the amputation site. 10 adult zebrafish were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 1 mm.

We then investigated the temporal requirements of HA synthesis for larval tail regeneration by varying the time and duration of 4-MU treatment (Fig 6B). Exposure of tail-amputated larvae to 4-MU for the first 1 dpa caused regenerative defects by 3 dpa that were comparable to those induced by 3 days of continuous 4-MU treatment (Fig 6C). In contrast, 1-day exposures to 4-MU at later time points did not inhibit caudal fin regrowth. The temporal window of 4-MU sensitivity during tail regeneration therefore coincides with the timing of *has3* expression, consistent with their opposing effects on HA levels.

### 4-MU inhibits cell proliferation during tail regeneration

To understand the cellular mechanisms underlying these regeneration defects, we examined the effects of 4-MU on cell proliferation after tail amputation. We exposed tail-amputated larvae to 4-MU during the first 1 dpa, removed the HA synthesis inhibitor, and then assessed cell proliferation rates at 2 dpa by phosphorylated histone H3 (pH3) immunostaining. 4-MU treatment reduced the number of mitotic cells anterior to the amputation plane (Fig 8; region R1), a proximal region that has been previously shown to proliferate in response to caudal fin amputation [19]. In comparison, cell proliferation rates posterior to the amputation plane (Fig 8; region R2) were not affected by 4-MU. Cell division in uncut larval controls was also insensitive to 4-MU, matching the compound’s lack of an effect on larval growth and development. TUNEL analyses of larvae subjected to the same experimental conditions did not reveal significant numbers of apoptotic cells, with or without 4-MU treatment (data not shown). Collectively, these findings support a specific role for HA in regenerative cell proliferation.

**Fig 8:**
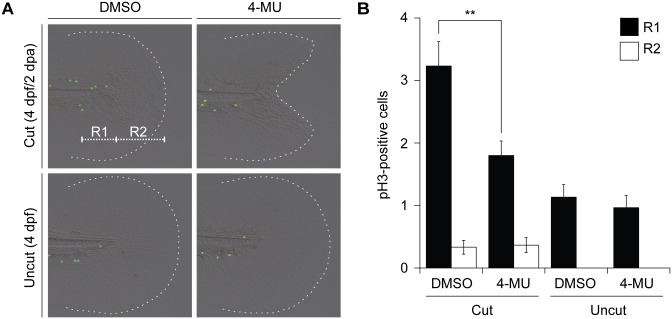
4-MU inhibits regenerative cell proliferation. (**A**) Mitotic cells in the larval tail after the indicated amputation and 4-MU treatment regimens, as visualized with anti-pH3 immunostaining at 2 dpa (4 dpf). R1 and R2 demarcate distinct regions within the larval tail, with R1 corresponding to a highly proliferative 100-μm-wide zone associated with tail regeneration. (**B**) Quantification of pH3-positive cells in the R1 and R2 regions under the indicated treatment conditions. Data are the average number of pH3-positive cells in 30 larval tails ± s.e.m. **, *P* < 0.01.

### GSK3 inhibition rescues tail regeneration in 4-MU-treated larvae

4-MU has been previously reported to inhibit tail regeneration in *Xenopus* tadpoles, coinciding with a loss of Wnt/ß-catenin target gene expression within the regenerative bud [40]. Pharmacological and genetic inhibition of GSK3, a multifunctional kinase that primes ß-catenin for proteolytic degradation, was able to rescue tail regrowth in 4-MU-treated tadpoles, presumably by Wnt pathway activation [40]. We therefore investigated whether crosstalk between HA and GSK3 signaling also contributes to zebrafish tail regeneration. Tail-amputated zebrafish larvae were cultured in the presence of 4-MU, the GSK3 inhibitor BIO, or a combination of both compounds during the first 24 hours of regeneration, and the resulting morphological and cell proliferation phenotypes were assessed.

As before, 4-MU inhibited both cell proliferation anterior to the amputation plane at 4 dpf (2 dpa) and tail regrowth by 5 dpf (3 dpa), whereas BIO alone did not significantly affect either process (Fig 9A–9C). However, co-administration of BIO with 4-MU was able to reverse the anti-proliferative and anti-regenerative activities of the HA synthesis inhibitor (Fig 9A–9C). Similar rescues could be achieved with the structurally distinct GSK3 antagonists lithium chloride and SB216763, confirming the specificity of this effect (S5 Fig). The relative timing of 4-MU treatment and GSK3 inhibition was also critical for tail regrowth. In contrast to the rescue achieved by co-administration of 4-MU and BIO, caudal fin regeneration remained impaired when BIO dosing was initiated after the 24-hour 4-MU treatment (S6 Fig). Thus, HA and GSK3 signaling have opposing functions during the first day of tail regeneration, controlling proliferative cell populations that contribute to tail regrowth.

**Fig 9:**
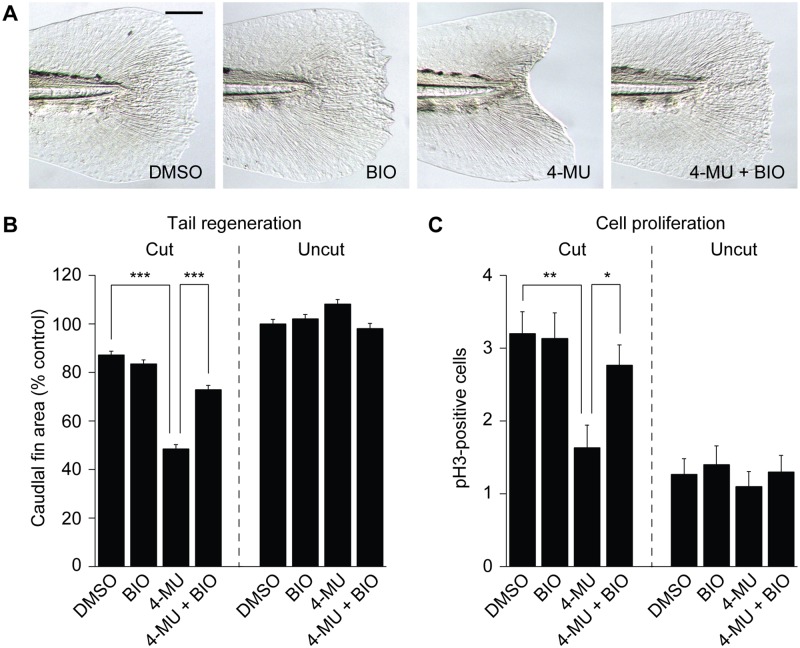
GSK3 inhibition rescues 4-MU-induced larval tail regeneration and cell proliferation defects. (**A**) Representative micrographs of larval tails that were amputated at 2 dpf and treated with 0.5% DMSO, 100 nM BIO, 150 μM 4-MU, or 150 μM 4-MU with 100 nM BIO for the next 24 hours. Caudal fins of 5-dpf (3-dpa) larvae are shown. Scale bar: 100 μm. (**B**) Caudal fin sizes at 5 dpf (3 dpa) for the indicated amputation and inhibitor treatment regimens (compound administration from 2 to 3 dpf). Data are the average caudal fin areas of 15 larvae ± s.e.m., normalized to the average fin size of uncut larvae treated with 0.5% DMSO. (**C**) Cell proliferation within the 4-dpf caudal fin in response to the indicated amputation and inhibitor treatment regimens. Data are the average number of pH3-positive cells in 30 larval tails ± s.e.m. (R1 + R2 regions; see Fig 9). *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

These signaling interactions appear to be conserved between *Xenopus* and zebrafish, and it has been proposed that HA acts through CD44 and HMMR receptors that are transiently expressed upon tadpole tail amputation [40]. Downstream signaling would then alleviate GSK3-mediated suppression of the Wnt pathway. In contrast to the tadpole system, however, we were not able to detect upregulation of *cd44*, *hmmr*, or Wnt pathway activity (S7 and S8 Figs) in tail-amputated zebrafish larvae, suggesting that HA and GSK3 might modulate caudal fin regeneration through other mechanisms.

### 4-MU and BIO differentially alter the expression of wound epithelium and blastema markers

We concluded our studies by investigating the effects of 4-MU on specific cell populations within the regenerating tail. Previous studies have established critical roles for the wound epidermis and blastema in the regeneration of newt and axolotl limbs [53] and zebrafish tails [13]. We therefore examined whether pharmacological inhibition of HA synthesis disrupts formation of these tissues, using the transcription factor *dlx5a* and *junba* as wound epithelium markers [18,19,22,24–26,54] and *aldh1a2* and *junbb* as blastemal markers [15,22,24,25,44,54]. Using whole-mount *in situ* hybridization analyses, we found each of these genetic markers to be upregulated in the regenerating caudal fin by 1 dpa, and 4-MU treatment inhibited the expression of all but *junba* (Fig 10).

**Fig 10:**
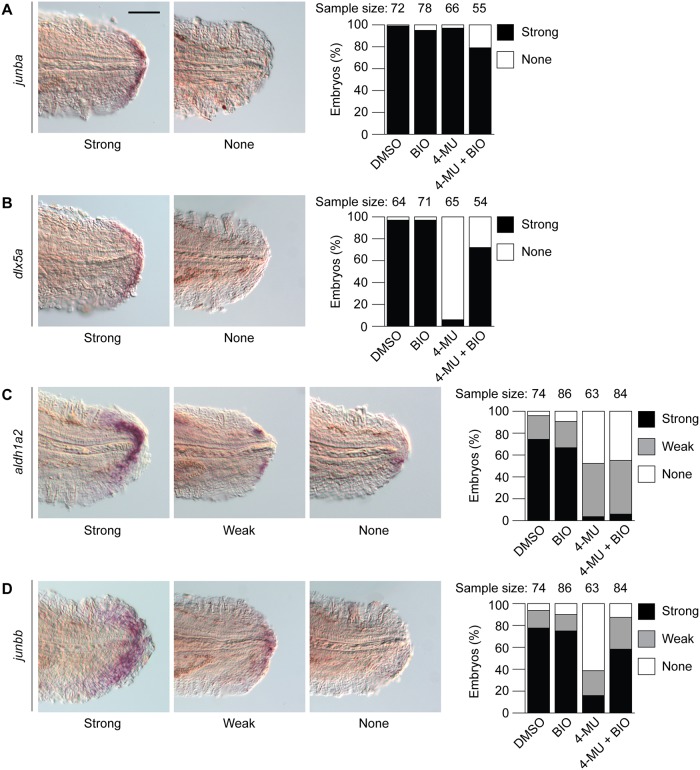
4-MU and GSK3 inhibition differentially control the expression of wound epithelium and blastema markers in larval tails. Effects of 0.5% DMSO, 100 nM BIO, 150 μM 4-MU, or 150 μM 4-MU with 100 nM BIO on *junba* (**A**), *dlx5a* (**B**), *aldh1a2* (**C**), and *junbb* (**D**) expression in 1-dpa (3-dpf) larval tails.

Since GSK3 inhibition can rescue the effects of 4-MU on larval tail regrowth, we also studied whether BIO could restore the expression of *dlx5a*, *aldh1a2*, and *junbb* in 4-MU-treated zebrafish. Although treatment of the tail-amputated larvae with BIO alone had no discernable effect on *dlx5a*, *aldh1a2*, or *junbb* expression levels (Fig 10), co-administration of this GSK3 inhibitor with 4-MU for the first 24 hours after tail amputation reestablished *dlx5a* and *junbb* transcription within the regenerative bud (Fig 10). Interestingly, *aldh1a2* expression remained suppressed under these conditions. Taken together, these results reveal a requirement for HA biosynthesis and signaling in establishing key cell populations within the wound epidermis and blastema of the regenerative bud, as well as an opposing role of GSK3 in this process. They also uncover differences between specific wound epithelium and blastema markers that could reflect contrasts in molecular and cellular functions.

## Discussion

By profiling the transcriptional changes that occur during larval tail regeneration in zebrafish, we have identified several potential regulators of this process, including 97 upregulated and 45 downregulated genes within the first day post amputation. Our findings complement previous microarray-based analyses of larval tail regrowth conducted by the Kawakami and Tanguay groups [24,25]. The Kawakami study discovered more than 200 upregulated and 20 downregulated genes (≥ 2-fold change at 16–24 hpa) [24], and the Tanguay study identified 131 upregulated and 58 downregulated genes (≤ 2.5-fold change at 1 dpa) [25]. A number of the genes identified in our transcriptome-wide analysis overlap with those reported by these two groups, including *aldh1a2*, *bcl2l10*, *fgf20a*, *fn1b*, *junba*, and *mmp9*, validating our general approach. However, the majority of genes identified in each larval tail regeneration study are unique to that particular survey. We speculate that these dissimilarities could arise from variations in the time and position of tail amputation, RNA extraction and amplification techniques, and microarray platforms used.

Among the novel findings in our study, we focus here on the role of HA in larval and adult tail regeneration in zebrafish. Tail amputation induces *has3* expression within six hours in zebrafish larvae, and *has1*, *has2*, *hyal2*, and *hyal4* are upregulated during adult tail regrowth. These transcriptional changes are consistent with recent reports that extracellular matrix rich in HA, tenascin C, and fibronectin forms during zebrafish heart and fin regeneration [55,56]. In principle, the differential expression of HA synthase isoforms and hyaluronidases in larval versus adult tails could reflect divergent or convergent mechanisms of HA-mediated regeneration. Previous cell-based and organismal studies have shown that the three HAS isoforms produce HA of differing sizes; HAS2 synthesizes HA polymers with molecular weights that exceed 2 MDa, and HAS1 and HAS3 generate forms that are approximately one-tenth the size [33,35,42]. Furthermore, HA length determines its biological function [33,36,37], and short (o-HA) and long (n-HA) forms of this glycosaminoglycan can have opposing activities [57]. Taken together, these results suggest that o-HA is specifically required for both larval and adult tail regeneration. In this model, such shorter polymers could be synthesized directly by Has3 in zebrafish larvae and through the degradation of Has1- and Has2-generated n-HA by hyaluronidases (Hyal2, Hyal4, and perhaps others) in adults. Consistent with this idea, *Has2* and *Hyal2* are upregulated in tail-amputated *Xenopus* tadpoles [40]. It has also been found that *Has2* overexpression inhibits tadpole tail regeneration, and this seemingly paradoxical outcome may reflect a shift in HA homeostasis toward a non-regenerative n-HA forms [40]. Thus, a requirement for o-HA in appendage regeneration could be conserved not only between developmental stages but also organismal species.

Importantly, we observe that the HA synthesis inhibitor 4-MU suppresses tail reformation in both larval and adult zebrafish, demonstrating an essential role for this glycosaminoglycan in the regenerative process. Taking advantage of the temporal control afforded by 4-MU and GSK3 inhibitors, we were able to establish the first 24 hours of larval tail regeneration as the critical period for HA action. Disrupting HA synthesis at later stages has no significant effect on caudal fin regrowth, and rescuing HA-induced defects by GSK3 inhibition requires addition of the kinase antagonist within the same time frame. Interestingly, early 4-MU treatment suppresses regenerative cell proliferation at later stages of tail regrowth. We hypothesize that HA signaling participates in early events within the tail wound epithelium that are required for establishing and/or maintaining a blastema-like zone within the regenerative bud. Accordingly, 4-MU suppresses the expression of *dlx5a* (though not *junba*) within the wound epidermis, indicating that at least some regenerative functions of this specialized tissue are lost. The HA synthesis inhibitor also abolishes expression of blastema markers such as *aldh1a2* and *junbb*. How HA generated within the wound epithelium might signal to blastemal cells is yet to be determined. These polysaccharides could diffuse from the epidermis to the underlying mesenchyme, thereby activating cognate receptors and downstream signaling pathways necessary for blastema formation and function. HA might also regulate blastema cell indirectly through other mechanisms, as several secreted growth factors have been found to mediate wound epidermis/blastema interactions that are essential for tissue regeneration [13,58].

Finally, our investigations provide insights into mechanisms that regulate and transduce HA signaling within the regenerative bud. Multiple developmental pathways are reactivated during the initial stages of caudal fin regrowth [5], and using small-molecule inhibitors, we were able to show their differential contributions to *has3* expression in tail-amputated zebrafish larvae. JNK and Notch signaling are primarily required for the onset of *has3* transcription, and FGF, PI3K, and TGFß signaling are also essential for its maintenance. How each of these pathways regulates *has3* expression remains unknown, but they could either promote the initial regenerative steps that lead to *has3* expression or play more direct roles in this process. In terms of downstream effectors of HA synthesis, we could detect expression of the HA receptors *cd44* and *hmmr* in amputated adult fins (S9 Fig), and overexpression of a dominant-negative form of CD44 inhibits tail regeneration in *Xenopus* tadpoles [40]. Similarly, increased expressions of *hmmr* and *cd44* were observed following ventricular resection in adult zebrafish, and morpholino-mediated knockdown of Hmmr impaired heart regeneration [50]. HA signaling through its cognate receptors CD44 or Hmmr is therefore likely required for these regenerative processes. However, we could not detect transcripts encoding these HA signaling proteins in corresponding larval tissues, suggesting that HA might interact with other receptors to promote regeneration at this life stage.

Intracellular signaling events downstream of HA may also appear to differ between regenerative processes. During adult zebrafish heart repair, a HA/Hmmr/FAK/Src pathway activates epicardial cell epithelial-mesenchymal transition (EMT) and migration [50], and HA functionally interact with GSK3 during tail regrowth in *Xenopus* tadpoles [40]. It appears that at least some aspects of HA response are conserved between *Xenopus* and zebrafish tail regeneration. As previously reported in the tadpole study [40], we observed that GSK3 inhibition rescues the tail regeneration defects caused by 4-MU, as well as the coincident effects of this HA synthesis inhibitor on regenerative cell proliferation. The precise mechanisms of HA/GSK3 crosstalk remain unknown, but one possibility is that HA promotes tail regrowth by activating intracellular pathways that suppress GSK3 activity. Indeed, pharmacological inhibition of one such pathway, PI3K/Akt signaling [23,43], also blocks larval tail regeneration, and GSK3 inhibitors can reverse these defects (S10 Fig).

Although it has been proposed that HA-mediated suppression of GSK3 activates ß-catenin-dependent Wnt target genes in *Xenopus* tadpoles [40], we did not observe Wnt pathway activation in tail-amputated zebrafish larvae, even when treated with GSK3 inhibitors (see S8 Fig). Given the pleiotropic functions of GSK3 [59], this kinase may control larvae tail regeneration through ß-catenin-independent cellular functions [60]. Interestingly, GSK3 inhibition rescues the expression of *junbb* but not *aldh1a2* in amputated larval tails treated with 4-MU. GSK3 may therefore act downstream of Aldh1a2 in regulating blastema function, or alternatively, the two blastemal markers could label distinct subsets of cells with differential responses to GSK3. This latter possibility is evidenced by the broad range of expression patterns observed for upregulated genes within the regenerating tail (see S1 and S2 Figs). Indeed, HA may play important roles in coordinating these diverse cell populations as they re-establish the caudal fin.

## Supporting information

S1 Fig Genes expressed in distal cells during larval tail regeneration. (**A-E**) Expression patterns of selected genes transcribed in the regenerative bud at 1 dpa (3 dpf), as determined by whole-mount *in situ* hybridization. (**A’-E’**) Equivalently stained uncut controls. At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.
(TIF)

S2 Fig Genes expressed in blastema-like cells during larval tail regeneration. (**A-D**) Expression patterns of selected genes transcribed in the regenerative bud at 1 dpa (3 dpf), as determined by whole-mount *in situ* hybridization. (**A’-D’**) Equivalently stained uncut controls. At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.
(TIF)

S3 Fig Inhibition of larval tail regeneration by pathway-specific antagonists. Representative micrographs of larval tails that were amputated at 2 dpf and then treated with the following signaling pathway inhibitors for 3 days: (**A**) 0.5% DMSO; (**B**) 75 μM PD173074 (FGF); (**C**) 10 μM LY294002 (PI3K); (**D**) 50 μM SB431542 (TGFß); (**E**) 5 μM SP600125 (JNK); (**F**) 50 μM DAPT (Notch); (**G**) 100 μM cyclopamine (Hh); or (**H**) 50 μM dorsomorphin (BMP). At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.
(TIF)

S4 Fig Developmental defects in *has3* morphants. Representative micrographs of 28-hpf embryos injected with morpholino oligonucleotides targeting either the *has3* translational start site (**A**; ATG-MO, 10 ng/embryo) or the *has3* intron 2-exon 3 splice junction (**B**; i2e3-MO, 16 ng/embryo). Scale bar: 200 μm. (**C**) Confirmation of *has3* i2e3-MO-dependent target mRNA missplicing by RT-PCR.
(TIF)

S5 Fig GSK3 inhibitors lithium chloride and SB216763 also rescue 4-MU-induced larval tail regeneration defects. (**A**) Chemical structures of BIO and SB216763. (**B**) Caudal fin sizes at 5 dpf (3 dpa) after amputation at 2 dpf and treatment with designated inhibitors for 1 day. Compound concentrations: 4-MU, 150 μM; LiCl, 150 μM; SB216753, 50 μM. Data are the average caudal fin areas of 15 larvae ± s.e.m., normalized to the average fin size of uncut larvae treated with 0.5% DMSO. ***, *P* < 0.001.
(TIF)

S6 Fig Concurrent GSK3 inhibition is required to rescue 4-MU-induced larval tail regeneration defects. Caudal fin sizes at 5 dpf (3 dpa) after amputation at 2 dpf and the indicated inhibitor treatment regimens. Data are the average caudal fin areas of 15 larvae ± s.e.m., normalized to the average fin size of uncut larvae treated with 0.5% DMSO (inhibitor regimen 5). ***, *P* < 0.001; n.s. = not significant.
(TIF)

S7 Fig Zebrafish *cd44* and *hmmr* are not visible upregulated during larval tail regeneration. Whole-mount *in situ* hybridization of 1-dpa (3-dpf) larval tails with riboprobes for *cd44* (**A**) or *hmmr* (**B**) at 1 dpa. (**A’** and **B’**) Equivalently stained uncut controls. At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 100 μm.
(TIF)

S8 Fig Wnt pathway activity is not upregulated during larval tail regeneration or modulated by 4-MU or GSK3 inhibitors. Whole-mount analysis of *GFP* expression in both wild type (**A-A’**) and *Tg*(*top*:*GFP*) embryos (**B-E** and **B’-E’**) at 1 dpa (3 dpf), following treatments with DMSO, 150 μM 4-MU, 100 nM BIO, or 50 μM SB216763 from 2 to 3 dpf. The *Tg*(*top*:*GFP*) embryos express a destabilized form of GFP under control of a minimal cFos promoter with four TCF/LEF binding sites, providing a dynamic readout of Wnt pathway state. At least 30 larvae were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 300 μM.
(TIF)

S9 Fig Hyaluronic acid receptors are expressed during adult zebrafish tail regeneration. Expression patterns of *cd44* (**A**) and *hmmr* (**B**) in adult tails at 2 dpa. 10 adult zebrafish were analyzed for each experimental condition, and phenotypic descriptions were based on a penetrance of > 80%. Scale bar: 300 μm.
(TIF)

S10 Fig GSK3 inhibition rescues LY294002-induced tail regeneration defects. (**A**) Representative micrographs of 5-dpf larval tails that were amputated at 2 dpf and treated with 0.5% DMSO, 10 μM LY294002, or 10 μM LY294002 + 100 nM BIO for the next 24 hours. Scale bar: 100 μm. (**B**) Caudal fin sizes at 5 dpf (3 dpa) for the indicated amputation and inhibitor treatment regimens (compound administration from 2 to 3 dpf). Data are the average caudal fin areas of 15 larvae ± s.e.m., normalized to the average fin size of uncut larvae treated with 0.5% DMSO. ***, *P* < 0.001.
(TIF)

S1 Table PCR primers used to amplify gene-specific cDNAs for the *in vitro* transcription of digoxigenin-labeled RNA probes.

S2 Table Genes that exhibited ≥ 1.5 fold change in expression after zebrafish larval tail amputation (false discovery rate < 0.1; microarray hits ranked according to fold change).

# Supplementary material for: Hyaluronic acid synthesis is required for zebrafish tail fin regeneration
**Source:** PLoS One. 2017 Feb 16;12(2):e0171898. doi: 10.1371/journal.pone.0171898
**Supplement:** S1 Table

S1 Table. PCR primers used to amplify gene-specific cDNAs for the *in vitro* transcription of digoxigenin-labeled RNA probes.

Gene Symbol	Primer Sequences (5' to 3')
<i>aldh1a2</i>	F: ACTGCCAGGAGAGGTGAAGA<br>R: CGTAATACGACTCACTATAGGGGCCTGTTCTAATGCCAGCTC
<i>bcl2l10</i>	F: GCACAGAACCAAATTCCGAT<br>R: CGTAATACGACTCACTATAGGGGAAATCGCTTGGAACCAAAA
<i>cd44</i>	F: GTCTGCATTGCTGTCTCCT<br>R: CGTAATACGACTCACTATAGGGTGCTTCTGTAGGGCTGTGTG
<i>dlx5a</i>	F: AGAGACGCTTGACGCTTGAC<br>R: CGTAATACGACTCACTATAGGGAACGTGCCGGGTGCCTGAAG
<i>fgf20a</i>	F: ATGGGTGCAGTCGGCGAGC<br>R: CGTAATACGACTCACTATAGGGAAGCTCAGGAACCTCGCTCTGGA
<i>fn1b</i>	F: TCGTGGACTGGAGCCAGGCAT<br>R: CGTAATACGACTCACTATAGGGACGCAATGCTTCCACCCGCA
<i>has1</i>	F: TGTGTCTCTGGTCCGAGCCTT<br>R: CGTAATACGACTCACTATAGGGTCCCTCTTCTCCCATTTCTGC
<i>has2</i>	F: ACTTCAACCTGTGCGCTTGGGG<br>R: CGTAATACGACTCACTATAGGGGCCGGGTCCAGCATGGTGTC
<i>has3</i>	F: CACACAGAGCAGCACCATCT<br>R: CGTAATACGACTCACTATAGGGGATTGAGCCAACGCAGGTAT
<i>hmmr</i>	F: CATGGAGCGCCGGGTGTCTG<br>R: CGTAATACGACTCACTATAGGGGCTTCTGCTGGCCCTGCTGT
<i>hyal2</i>	F: AGAGTGGCGGCCCTTTTGA<br>R: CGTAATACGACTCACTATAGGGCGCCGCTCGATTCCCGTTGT
<i>hyal3</i>	F: CCGCCTGGGCCTCTACCCTT<br>R: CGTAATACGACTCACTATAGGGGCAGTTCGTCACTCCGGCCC
<i>hyal4</i>	F: GCACAACTGTTCCAAAGTGAAGGCA<br>R: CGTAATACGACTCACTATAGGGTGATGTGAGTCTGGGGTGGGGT
<i>hyal6</i>	F: AAAGTGGCGACCGCAGTGGG<br>R: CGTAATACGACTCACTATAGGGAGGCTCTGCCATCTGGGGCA
<i>junba</i>	F: ACGGAGAGAACTTGCGGACT<br>R: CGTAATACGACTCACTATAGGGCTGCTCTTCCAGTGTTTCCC
<i>junbb</i>	F: ACGTGACCGAGCCGCCCTAT<br>R: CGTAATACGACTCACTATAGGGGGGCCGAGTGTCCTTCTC
<i>mmp9</i>	F: CCCTTGGCTCTGGACCAGCCAT<br>R: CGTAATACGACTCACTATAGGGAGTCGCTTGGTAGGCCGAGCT
<i>snx18a</i>	F: CCCTCTGGCTACAGCATCTC<br>R: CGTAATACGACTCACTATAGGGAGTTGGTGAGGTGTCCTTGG
<i>socs3b</i>	F: GCTCCCATCTAGCCCTCTCT<br>R: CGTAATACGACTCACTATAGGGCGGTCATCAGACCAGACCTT
<i>vcana</i>	F: TGAAACTGGAGACCGAACC<br>R: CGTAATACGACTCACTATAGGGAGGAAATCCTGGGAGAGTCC

The T7 promoter sequence is indicated in blue.

# Supplementary material for: Hyaluronic acid synthesis is required for zebrafish tail fin regeneration
**Source:** PLoS One. 2017 Feb 16;12(2):e0171898. doi: 10.1371/journal.pone.0171898
**Supplement:** S2 Table

S2 Table. Genes that exhibited ≥ 1.5 -fold change in expression after zebrafish larval tail amputation (false discovery rate < 0.1; microarray hits ranked according to fold change).

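S2 Table gives 142 entries, 97 higher and 45 lower in cut tails, each with a fold change on the linear scale that carries a minus sign where the gene is lower. By symbol or synonym, 23 entries could be matched to 22 transcripts of the array, since *dpt* and *si:dkey-98p3.2* are the same gene in the RefSeq annotation. Of the 23, 22 were called in the direction of the table, and the exception was *egfl7*, at a log2 fold change of -0.74 (SE 0.21, adjusted p = 0.215 from limma). All 21 called transcripts with an assigned gene are among the entries. The list was chosen on these same samples, so this count is not independent evidence. For 20 of the 23 entries, the fold change computed here equaled the paper's at 2 decimals. The other entries were *stm*, at 3.41 here and 3.63 in the paper, *egfl7*, at -1.67 here and -1.83 in the paper, and *dpt*, at -1.61 here and -1.59 in the paper, where -1.61 is the paper's value for *si:dkey-98p3.2*. At 2 decimals, 1 called transcript without an assigned gene had the 3.63 of *stm*, and 5 called transcripts, 1 of them assigned (*tm7sf2*), had the -1.83 that *egfl7* shares with other entries, so it is not settled that the transcripts matched here are those behind these entries. Across the 22 transcripts, the log2 fold changes had a Pearson r of 0.999 and a Spearman rho of 0.997 with the paper's, each with p = 1e-05 in a permutation test, the smallest that its resamples can give. This correlation is across genes, which are not independent replicates. Both sets of fold changes come from these same arrays, so a close match was nearly fixed in advance. The permutation p-values are thus not independent evidence. Without names, each of the 142 fold changes equaled that of a called transcript at 2 decimals, with every transcript used once. When the paper's values were shifted at random by 0.05 to 0.25, 68.1 of the 142 found a match on average over 1000 draws, and at most 85 did. For the 66 entries with a fold change of at least 2 in either direction, 66 found a match, against a mean of 21.5 and at most 35 after such shifts. A further 117 called transcripts, 77 higher and 40 lower, remain beyond the 142. With a stricter adjusted p of at most 0.05, 12 of the 23 entries were called, and without uncut replicate 2, 2 were.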

Entry	Gene Symbol	Gene Description	Fold Change
**Upregulated genes**			
1	<i>il11a</i>	interleukin 11a	+6.27
2	<i>CU469544.1-201</i>	CU469544.1-201	+5.70
3	<i>junba</i>	jun B proto-oncogene a	+5.28
4	<i>fgf20a</i>	fibroblast growth factor 20a	+4.83
5	<i>adam8a</i>	ADAM metallopeptidase domain 8a	+4.82
6	<i>aldh1a2</i>	aldehyde dehydrogenase 1 family, member A2	+3.93
7	<i>irf8</i>	interferon regulatory factor 8	+3.78
8	<i>hrh3</i>	histamine receptor H3	+3.74
9	<i>grn1</i>	granulin 1	+3.72
10	<i>fn1b</i>	fibronectin 1b	+3.71
11	<i>stm</i>	starmaker	+3.63
12	<i>socs3b</i>	suppressor of cytokine signaling 3b	+3.59
13	<i>fstl3</i>	folliculin-like 3 (secreted glycoprotein)	+3.57
14	<i>tgm2l</i>	transglutaminase 2, like	+3.37
15	<i>LOC565793</i>	LOC565793	+3.34
16	<i>pth1a</i>	parathyroid hormone 1a	+3.19
17	<i>slc20a1a</i>	solute carrier family 20, member 1a	+3.04
18	<i>LOC100006896</i>	LOC100006896	+3.03
19	<i>cbx7a</i>	chromobox homolog 7a	+2.85
20	<i>c6</i>	complement component 6	+2.83
21	<i>serpine1</i>	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	+2.81
22	<i>mmp13a</i>	matrix metallopeptidase 13a	+2.78
23	<i>vcana</i>	versican a	+2.75
24	<i>cygb1</i>	Cytoglobin-1.	+2.73
25	<i>cmklr1</i>	chemokine-like receptor 1	+2.68
26	<i>rrad</i>	Ras-related associated with diabetes	+2.66
27	<i>zgc:158446</i>	zgc:158446	+2.66
28	<i>nuak1a</i>	NUAK family, SNF1-like kinase, 1a	+2.65
29	<i>fstb</i>	folliculin b, transcript variant 1	+2.53
30	<i>fb73b05.x1</i>	Zebrafish WashU MPIMG EST Danio rerio cDNA clone	+2.52
31	<i>lepb</i>	leptin b	+2.46
32	<i>rerglb</i>	RERG/RAS-like b	+2.46
33	<i>f2r</i>	coagulation factor II (thrombin) receptor	+2.44
34	<i>bcl2l10</i>	BCL2-like 10 (apoptosis facilitator)	+2.43
35	<i>zgc:172120</i>	zgc:172120	+2.37
36	<i>ecm2</i>	extracellular matrix protein 2, female organ and adipocyte specific	+2.36
37	<i>ctf8</i>	CTF8, chromosome transmission fidelity factor 8 homolog (S. cerevisiae)	+2.36
38	<i>alpi.1</i>	alkaline phosphatase, intestinal, tandem duplicate 1	+2.35
39	<i>dkk3b</i>	dickkopf WNT signaling pathway inhibitor 3b	+2.31
40	<i>htra1b</i>	HtrA serine peptidase 1b	+2.28
41	<i>cyth4b</i>	Cytohesin-4 (PH, SEC7 and coiled-coil domain-containing protein 4)	+2.27

42	<i>LOC562475</i>	LOC562475	+2.19
43	<i>slc16a9a</i>	solute carrier family 16, member 9a	+2.13
44	<i>tubb5</i>	tubulin, beta 5	+2.08
45	<i>RZ150A3E03.T7</i>	Zebrafish Kidney Marrow cDNA library Danio rerio cDNA clone RZ150A3E03 3-, mRNA sequence	+2.06
46	<i>zgc:158334</i>	hypothetical protein LOC791137	+2.02
47	<i>mep1a.1</i>	meprin A, alpha (PABA peptide hydrolase), tandem duplicate 1	+2.02
48	<i>sfrp1b</i>	secreted frizzled-related protein 1b	+2.00
49	<i>LOC796217</i>	LOC796217	+1.99
50	<i>ass1</i>	argininosuccinate synthase 1	+1.98
51	<i>lamc3</i>	laminin, gamma 3	+1.97
52	<i>papss1</i>	3'-phosphoadenosine 5'-phosphosulfate synthase 1	+1.95
53	<i>rnpep</i>	arginyl aminopeptidase (aminopeptidase B)	+1.94
54	<i>htra3a</i>	HtrA serine peptidase 3a	+1.94
55	<i>hpcal4</i>	hippocalcin like 4	+1.94
56	<i>entpd4</i>	ectonucleoside triphosphate diphosphohydrolase 4	+1.94
57	<i>mvp</i>	major vault protein	+1.93
58	<i>furina</i>	furin (paired basic amino acid cleaving enzyme) a	+1.93
59	<i>flvcr2b</i>	feline leukemia virus subgroup C cellular receptor family, member 2b	+1.92
60	<i>chsy1</i>	chondroitin sulfate synthase 1	+1.89
61	<i>mf145a</i>	ring finger protein 145a	+1.88
62	<i>mmp9</i>	matrix metalloproteinase 9	+1.88
63	<i>aldh1a3</i>	aldehyde dehydrogenase 1 family, member A3	+1.86
64	<i>pdia5</i>	Protein disulfide-isomerase A5 precursor (EC 5.3.4.1) (Protein disulfide isomerase-related protein)	+1.84
65	<i>LOC571588</i>	LOC571588	+1.84
66	<i>si:ch211-241e1.3</i>	novel protein laminin subunit alpha-3 (LAMA3)	+1.84
67	<i>cmpk</i>	cytidylate kinase	+1.82
68	<i>LOC100002292</i>	LOC100002292	+1.80
69	<i>pltp</i>	phospholipid transfer protein	+1.80
70	<i>scg3</i>	secretogranin III	+1.79
71	<i>tubb6</i>	tubulin, beta 6 class V	+1.79
72	<i>gad45ga</i>	growth arrest and DNA-damage-inducible, gamma a	+1.79
73	<i>clu</i>	clusterin	+1.79
74	<i>ptprua</i>	protein tyrosine phosphatase, receptor type, U, a	+1.79
75	<i>scg3</i>	Secretogranin-3 precursor (Secretogranin III) (SgIII)	+1.78
76	<i>si:ch211-137i24.10</i>	novel protein similar to vertebrate transmembrane 4 L six family member 4 (TM4SF4)	+1.78
77	<i>fyb</i>	FYN Binding protein	+1.77
78	<i>timp2b</i>	Metalloproteinase inhibitor 2 precursor (TIMP-2) (Tissue inhibitor of metalloproteinases 2) (CSC-21K)	+1.76
79	<i>ehhadh</i>	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	+1.73
80	<i>itga5</i>	integrin, alpha 5 (fibronectin receptor, alpha polypeptide)	+1.73
81	<i>creld2</i>	cysteine-rich with EGF-like domains 2	+1.73
82	<i>has3</i>	hyaluronan synthase 3	+1.73
83	<i>adamts15a</i>	ADAM metalloproteinase with thrombospondin type 1, motif, 15a	+1.71
84	<i>cpn1</i>	carboxypeptidase N, polypeptide 1	+1.70
85	<i>mamdc2a</i>	MAM domain containing 2a	+1.67
86	<i>dpp3</i>	dipeptidyl-peptidase 3	+1.67
87	<i>col14a1a</i>	collagen, type XIV, alpha 1a	+1.65

88	<i>rasgef1bb</i>	RasGEF domain family, member 1Bb	+1.65
89	<i>homeza</i>	homeobox and leucine zipper encoding a	+1.64
90	<i>tnni1b</i>	troponin I type 1b (skeletal, slow)	+1.59
91	<i>rad52</i>	RAD52 homolog, DNA repair protein	+1.59
92	<i>snx18a</i>	sorting nexin 18a	+1.58
93	<i>zgc:77147</i>	<i>zgc:77147</i>	+1.57
94	<i>lman1</i>	lectin, mannose-binding, 1	+1.56
95	<i>slc25a25a</i>	solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 25a	+1.52
96	<i>b4galt7</i>	xylosylprotein beta 1,4-galactosyltransferase, polypeptide 7 (galactosyltransferase I)	+1.52
97	<i>Q1LYC0_DANRE</i>	Novel protein (Fragment)	+1.51
**Downregulated genes**			
1	<i>si:busm1-71b9.3</i>	si:busm1-71b9.3 (si:busm1-71b9.3), misc RNA	-3.21
2	<i>si:busm1-71b9</i>	novel protein similar to zebrafish epithelial cadherin 1 (cdh1)	-3.01
3	<i>dkk1b</i>	dickkopf WNT signaling pathway inhibitor 1b	-2.96
4	<i>aanat2</i>	arylalkylamine N-acetyltransferase	-2.76
5	<i>zgc:153154</i>	<i>zgc:153154</i>	-2.70
6	<i>astl</i>	astacin-like metallo-endopeptidase (M12 family)	-2.42
7	<i>fq27b03.x3</i>	zebrafish adult brain cDNA clone IMAGE:4832573 3-, mRNA sequence	-2.40
8	<i>prf1.5</i>	perforin 1.5	-2.39
9	<i>fx06c11.x1</i>	Gong zebrafish ovary cDNA clone IMAGE:5619069 3-, mRNA sequence	-2.26
10	<i>si:ch211-238g23.1</i>	novel protein kinase domain containing protein	-2.23
11	<i>LOC100004613</i>	LOC100004613	-2.22
12	<i>aqp10a</i>	aquaporin 10a	-2.20
13	<i>fv44e07.x1</i>	Sugano SJD adult male cDNA clone IMAGE:5411413 3- similar to SW:PEX_MOUSE P70669 METALLOENDOPEPTIDASE HOMOLOG PEX, mRNA sequence	-2.16
14	<i>si:dkeyp-79b7.4</i>	novel protein	-2.15
15	<i>ucp1</i>	uncoupling protein 1	-2.07
16	<i>zgc:110712</i>	novel keratin protein (<i>zgc:110712</i>)	-2.04
17	<i>atp8b3</i>	ATPase, aminophospholipid transporter, class I, type 8B, member 3	-2.03
18	<i>fjx1</i>	four jointed box 1	-2.02
19	<i>slc10a1</i>	solute carrier family 10 (sodium/bile acid cotransporter), member 1	-1.97
20	<i>lamb2l</i>	laminin, beta 2-like	-1.94
21	<i>zgc:113307</i>	<i>zgc:113307</i>	-1.94
22	<i>LOC556634</i>	LOC556634	-1.93
23	<i>LOC100001952</i>	LOC100001952	-1.87
24	<i>smim8</i>	small integral membrane protein 8	-1.87
25	<i>gyg1b</i>	glycogenin 1b	-1.84
26	<i>anxa1c</i>	annexin A1c	-1.83
27	<i>egfl7</i>	EGF-like-domain, multiple 7	-1.83
28	<i>tm7sf2</i>	transmembrane 7 superfamily member 2	-1.83
29	<i>Q1MT48_DANRE</i>	Novel protein similar to vertebrate transducin-like enhancer family (E(Sp1) homolog Drosophila) (Fragment)	-1.79
30	<i>si:dkey-73p2.2</i>	si:dkey-73p2.2	-1.78
31	<i>eif43bp3</i>	eukaryotic translation initiation factor 4E binding protein 3	-1.75
32	<i>LOC560375</i>	LOC560375	-1.72

33	<i>scn4ba</i>	sodium channel, voltage-gated, type IV, beta a	-1.70
34	<i>tuba7l</i>	tubulin, alpha 7 like	-1.70
35	<i>p2rx1</i>	purinergic receptor P2X, ligand-gated ion channel, 1	-1.64
36	<i>ankrd22</i>	ankyrin repeat domain 22	-1.64
37	<i>LOC100003522</i>	LOC100003522	-1.61
38	<i>si:dkeyp-32b1.1</i>	novel protein similar to vertebrate lysyl oxidase-like 2 (LOXL2)	-1.61
39	<i>si:dkey-98p3.2</i>	si:dkey-98p3.2	-1.61
40	<i>phex</i>	phosphate regulating endopeptidase homolog, X-linked	-1.60
41	<i>dpt</i>	dermatopontin	-1.59
42	<i>ugt5a5</i>	UDP glucuronosyltransferase 5 family, polypeptide A5	-1.58
43	<i>slc43a1b</i>	solute carrier family 43 (amino acid system L transporter), member 1b	-1.58
44	<i>zgc:92360</i>	hypothetical protein LOC436988	-1.52
45	<i>tmtopsb</i>	teleost multiple tissue opsin b	-1.50

How the deposited data were processed for this re-analysis (not part of the article)

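The data are expression values from NimbleGen zebrafish arrays with 1 color, 5 from cut tails (amputated at 2 dpf, collected at 3 dpf, 1 dpa) and 4 from uncut tails of siblings at 3 dpf. The authors compiled them with NimbleGen software, applied RMA background correction and what the methods call quartile normalization in ArrayStar, whose version is not given, and provided 1 log2 value per transcript. How probes were summarized to transcripts is not described. The values run from 3.17 to 15.99, and the array medians from 8.54 to 8.63. RMA is also named in the submitters' processing notes. The values were used as provided.

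All comparisons were run in R 4.3.3 with limma 3.58.1 on all 37176 transcripts, with condition as the only term. Calls used a fold change of at least 1.5 and an adjusted p of at most 0.1 (Benjamini-Hochberg), the thresholds in the paper's methods. Exact permutation tests over the 126 arrangements of the 9 arrays were two-sided, with a smallest p of 0.00794. The design has no depth per sample, and the number of arrays limits the precision. On simulated data with the same numbers of transcripts and arrays, the model called 22% of transcripts with a true log2 change of 0.585. It called 66% at 1, 84% at 1.5 and 94% at 2, and 12 of 36976 unchanged ones. The simulated noise was drawn independently for each transcript and array, without any structure shared between transcripts or arrays. These shares may therefore not hold for the real arrays.

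Gene names came from the RefSeq annotation of the assembly GRCz12tu, used for names only. Of 3055 transcripts with a RefSeq mRNA identifier, 2663 matched a gene, and no name was given to the other transcripts. Of 20 genes that the paper's text names, 1 (*has2*) matched. The changes of *has3* and *has1*, and their differences, which had been planned, could therefore not be computed.

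The genes named are the 10 largest rises and 10 largest falls among called transcripts with an assigned gene and no overlap between the groups, every gene the paper names, up to 4 called members of each gene list, and the hyaluronan genes. Fewer falls than this were available. The values in S2 Table had been seen when this rule was set. The rule, the gene lists, the tests of the comparison and its alternatives were set before the array values were examined. Whether the gene lists were written without knowledge of S2 Table is not recorded. Chosen after values had been seen were the lists of lens, photoreceptor, exocrine pancreas, liver and brain genes with the tests and alternatives that use them, the tests of uncut replicate 3, the splits within replicate numbers, the comparison of unassigned transcripts with the fold changes of S2 Table, and the version of the pairing check that was followed. A listed gene counted as measured where a transcript could be assigned to it. Gene lists with at least 5 measured genes were tested over 37163 genes with camera (preset correlation 0.01, then an estimated one) and fry, with an adjusted p of 0.05 as the threshold.

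The alternatives were the replicate number as a block, quantile normalization, centering on the array median, filters that left out the lowest 25% and the lower 50% of transcripts by mean value, other variance models (a trend, robust), array weights, an offset of 50, an adjusted p of at most 0.05, no minimum fold, a fold of at least 2, transcripts of a gene averaged, and each array left out in turn. Samples were treated as unpaired, since nothing states that replicate numbers pair them. In their deviations from the group means over all 9 arrays, however, 7 of 8 arrays correlated best with their own number. Pairing thus stays open, and the p-values of the main model take no account of it. No sample was left out of the main comparison.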

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

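All tests in this part were chosen after the values had been seen, apart from the rule for outlying arrays. Of 60 groups of arrays tested for a value far from the rest (Dixon's test), 5 held 1, where chance gives 3. The median over all transcripts was 8.59 in cut replicate 1, against 8.62 to 8.63 in the other cut arrays. The median of photoreceptor genes was 6.10 in uncut replicate 1, against 6.51 to 6.56 in the other uncut arrays. The median of exocrine pancreas genes was 5.50 in uncut replicate 1, against 6.26 to 6.37 in the other uncut arrays.

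In cut replicate 3, the median of exocrine pancreas genes was 9.35, against 6.02 to 6.49 in the other cut arrays, that of brain genes was 9.95, against 8.07 to 8.41, and 24 lens transcripts, which the paper does not discuss, exceeded the mean of the other arrays by a median of 2.33 on the log2 scale. The crystallin genes *crygmx* and *crybb1* had log2 values of 12.05 and 11.74 in this array. A small response to the amputation stays open: the lowest lens median of a cut array, in replicate 1, minus the highest of an uncut array was -0.25, within 2 SD of the uncut arrays (SD 0.14), and 4 of 5 cut arrays lay above every uncut array. In 4 of 4 pairs with the same number the cut array was the higher one. However, cut replicates 1, 2 and 4 had lens medians of 6.76 to 7.08, against 6.70 to 7.02 in the uncut arrays. The lens median was 11.4 in cut replicate 3 and 8.28 in cut replicate 5. These values argue against a response common to all cut arrays as the source of the excess in cut replicate 3. A scaling of the array could not be tested in this way, since the normalization had already made the array medians nearly equal (a median difference of -0.037 over all transcripts). A candidate explanation is tissue from outside the tail in that sample: of 20 photoreceptor, pancreas and brain transcripts, 14 were highest in cut replicate 3, where chance gives 2.22 (one-sided binomial p = 8.79e-10, with transcripts not independent). Some of the brain genes are also expressed in the neural tube of the tail, and 2 of the 7, *stmn2b* and *slc17a6b*, are also in the list of neural genes. No transcript could be assigned to a listed liver gene.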

How the results depend on the processing

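The alternatives that use lens genes were chosen after the data had been seen. Against 174 higher and 85 lower transcripts, the replicate block gave 377 and 297, array weights 1371 and 1257, an adjusted p of at most 0.05 90 and 29, and a fold of at least 2 96 and 32. The stricter thresholds call fewer by construction; for the other changes, the cause was not tested. With the lower 50% of transcripts left out, 143 were lower. Over the arrays left out in turn, the higher ones ran from 47 (without uncut replicate 2) to 326 (without uncut replicate 3) and the lower from 7 (without uncut replicate 4) to 544 (without uncut replicate 3). Without cut replicates 3 and 5 (highest in lens genes), 97 were higher and 17 lower, and with the lens mean as a covariate 125 and 35. The share of calls that were higher was 67.2%, and 56.6% with arrays centered on their median, 57.2% with the lower 50% left out, 55.9% with the block and 52.2% with array weights; with arrays left out in turn it ran from 37.5% (without uncut replicate 3) to 87.0% (without uncut replicate 4). The main model has no block, as nothing states that the numbers pair the samples. Same-numbered arrays correlated in their deviations at 0.58, 0.09, 0.25 and 0.32 over all 9 arrays and at 0.59, 0.21, 0.24 and 0.35 over the 8 of the shared numbers, with every pair above the limit of 0.1 in the second version only, so pairing stays open. Of the 8 arrays, 7 correlated best with their own number in the first version and 8 in the second. The block counts had been seen when the first was followed.

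The 22 S2 Table entries called became 14 with the lower 50% left out, which drops genes, 12 with an adjusted p of at most 0.05, 7 with a fold of at least 2, and 2 to 22 with arrays left out in turn. Of the gene lists, 1 passed with the lowest 25% left out (glycosaminoglycan enzymes, adjusted p = 0.0464 over the 2 lists left to test, and 0.217 with an estimated correlation), and 0 to 1 with arrays left out in turn (0.0362, the lowest of this list, without uncut replicate 1, and 0.351 with an estimated correlation), against 0. The endothelium median of 0.01 reversed to -0.028 relative to the median of all transcripts, -0.017 with quantile normalization and -0.041 with centering, and ran from -0.095 to 0.058 with arrays left out in turn. The TGF-beta median ran from -0.045 to 0.24 in this way, and *hyal1* from -0.17 to 0.064, with 0.13 under array weights. *has2* did not pass in any of 17 alternatives, at 0.15 to 0.36; both filters on dim transcripts leave it out. All 21 called genes kept their sign wherever measured. As their groups do not overlap, this was fixed in advance for arrays left out, array weights and the offset. Of 391 gene and alternative pairs, 290 were called. Of the 21, 2 were called without uncut replicate 2, 4 without uncut replicate 4. Arrays give no depth, and signal over background was not analysed here.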

Differences from the paper's values

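The paper's count of upregulated genes is 97, against 174 transcripts higher here, and the paper's count of downregulated genes is 45, against 85 transcripts lower here, at the same thresholds. The paper counts genes, and the counts here are of transcripts, of which most could not be assigned to a gene. Of 22 alternatives set before the data were examined, 8 gave a higher count within 1.5 times the paper's: centering on the array median (142), an adjusted p of at most 0.05 (90), a fold of at least 2 (96), and leaving out cut replicates 1 (84), 2 (65), 3 (131), 4 (96) and 5 (134). The other 14, among them the block, the filters, quantile normalization, array weights and each uncut replicate left out, did not. For the lower count, 7 were within: a fold of at least 2 (32), and leaving out uncut replicate 1 (39) or cut replicates 1 (60), 2 (37), 3 (39), 4 (30) and 5 (42). The other 15 were not. A count near the paper's does not show that the paper used that setting. Only 66 of its 142 entries have a fold change of at least 2 in either direction, so that limit cannot give its list. In the main comparison, each of the 142 fold changes equaled that of a called transcript at 2 decimals. Leaving out cut replicates 3 and 5 together, which was chosen after seeing the values, gives 97 higher and 17 lower and drops 19 of the 22 matched entries of the paper's table that are called with all arrays. It also drops 163 of the 259 transcripts called here and shares 96. Leaving out uncut replicate 2 or uncut replicate 4 alone, neither of which is raised in lens genes, drops 203 and 207 of the 259. Such a loss is thus not particular to the arrays high in lens genes. The lens covariate, also chosen after seeing the values, gives 125 and 35 and drops 11 of those 22 entries and 124 of the 259 transcripts.

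The paper lists *egfl7* as downregulated. Here the 1 transcript matched to it had a negative fold change that did not pass (log2 fold change -0.74, adjusted p = 0.215), and it was called in 0 of 24 alternatives, with adjusted p from 0.0705 to 0.483. The lowest, with array weights, passes the threshold on p and misses that on the fold, at -1.49. Whether another, unassigned transcript measures *egfl7* is not settled: 5 called transcripts have the paper's fold change of -1.83 at 2 decimals, which 3 entries of its table share. All of the other 22 matched entries were called in the paper's direction.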

Other observations

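The tests of uncut replicate 3 and the splits within replicate numbers below were chosen after values had been seen. Of 4 measured macrophage genes, too few for a list test, 0 passed with limma over all transcripts, 3 had an unadjusted p under 0.05 and 3 were higher when adjusted over the list alone. *mfap4.1* had a log2 fold change of 1.59 (adjusted p = 0.121), *havcr1*, which is expressed in macrophages, 1.47 (adjusted p = 0.102), *spi1b*, which encodes a myeloid transcription factor, 1.25 (adjusted p = 0.112) and *csf1ra*, which encodes a receptor of macrophages and pigment cells, 0.32. None of the 4 measured fin fold genes or 3 epidermis genes was called by limma or had an unadjusted p under 0.05, and their medians were -0.22 and -0.19. Of 4 measured retinoic acid genes, *aldh1a3* was higher, and *cyp26c1*, which encodes an enzyme that breaks down retinoic acid, had a log2 fold change of -0.86 and was lower only when adjusted over the list alone. No transcript could be assigned to *aldh1a2*, which the paper lists as upregulated. Of 4 measured skeletal muscle genes, 1, *tnni1b*, was called, and of 4 measured extracellular proteases 1, *htra3a* (2 when adjusted over the list alone). The paper also lists the protease genes *adam8a*, *mmp13a*, *htra1b*, *mmp9* and *adamts15a* as upregulated, and no transcript could be assigned to them. Of the 5 measured endothelial genes 0 were called and *egfl7* was lower when adjusted over the list alone; of 5 pigment cell genes 0 were called. For 8 of 10 genes that the paper's text names and S2 Table lists, 1 called transcript had the paper's fold change at 2 decimals, with adjusted p from 0.00186 to 0.0547, and without an assigned name this does not settle which gene it measures.

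Of 100 splits of the 9 arrays into 5 and 4, 2 gave as many calls as the real one (259; highest other 499), 1 as many higher (174; highest other 69) and 2 as many lower (85; highest other 442), the real one included. Each share is under 5%, although the real split is not the highest for all calls or for the lower ones, and these splits take no account of the replicate numbers. Exchanging the conditions within numbers, with the block, gives 8 splits, too few for a share under 5%: the real one called 674 transcripts, the highest other 0, and 1 split, the real one, called as many. Among the 100 splits, the one with the most calls exchanges uncut replicate 3 with cut replicate 5, with 57 higher and 442 lower, which points to a structure of the samples.

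Uncut replicate 3 lay between the groups. On a scale from 0 (mean of the other uncut arrays) to 1 (mean of the cut arrays), over the 870 transcripts called without it, its position was 0.66, and over the 50 with the largest change 0.60, against 0.75 to 1.03 for the cut arrays and -0.06 to 0.06 for the other uncut arrays over their own 50. A wrong label was not decided by this first form of the test, since 0.60 lies between the bounds set for it. A second form, chosen after the values by transcript had been seen, took median positions and went both ways. The position was 0.40 over the 326 transcripts called higher, below the 0.78 to 1.14 of the cut arrays. The other uncut arrays lay there at -0.15 to 0.33. It was 0.86 over the 544 called lower, within the 0.60 to 1.15 of the cut arrays. The other uncut arrays lay at -0.22 to 0.20 over their lower transcripts. Regenerating tissue mixed into that sample may also be a source: it predicts no higher position over the lower transcripts, and the difference was 0.46, under 2 SD of that in the other 8 arrays (SD 0.34). Both explanations stay open.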
